A study of Mus musculus with 2 samples. Its data were reported in "CD103–CD8+ T cells promote neurotoxic inflammation in Alzheimer’s disease via granzyme K–PAR-1 signaling" (2025).

How the data were processed

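Single-cell transcriptomes of sorted CD45HIGH brain leukocytes were compared between 1 WT library and 1 3xTg-AD library, each prepared from a pool of 10 female mice with the 10x Genomics 3′ v3 chemistry. The labels of the libraries gave the groups. They give neither the age of the mice nor whether the meninges were taken with the brain. The study describes pools of another size, with brain and meninges sorted apart, and a later version of Cell Ranger, so these libraries may not be the ones behind its own values.

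The deposited files hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, and the authors had already restricted them to barcodes called as cells. The submitters' processing notes name Cell Ranger 3.0.0 and the GRCm38 mouse genome. The annotation release and the strand setting behind these files are not given in the sources used here. The study's methods name a reference release, but for a later version of Cell Ranger, which may not have made these files. Both matrices list the same 31053 genes, and 30934 of their identifiers (99.6%) were found in the GRCm38 annotation used for coordinates. WT held 3902 barcodes and 28306205 UMIs, and 3xTg-AD 3056 barcodes and 20439664 UMIs.

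Cells with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs were used, which kept 3304 WT and 2668 3xTg-AD barcodes. The mitochondrial limit was exceeded by 15.2% of WT and 12.7% of 3xTg-AD barcodes. Doublets were called with Scrublet in scanpy 1.11.5 in each library. Its own threshold marked 0.0605% of the WT cells, under the minimum of 0.5%, so the highest scores at a rate of 0.8% per 1000 barcodes were taken there, which marked 75 cells. In 3xTg-AD its own threshold marked 15 cells (0.562%). The kept 3229 WT and 2653 3xTg-AD cells held 26202690 and 19610961 UMIs, with medians of 5820 and 5490 UMIs per cell.

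Both libraries were clustered together without batch correction, since library and genotype are the same split. Counts were normalised to the cell total and log-transformed, 2000 variable genes and 30 principal components were taken, and a graph of 15 neighbours was split by the Leiden method at resolution 1 (igraph 0.11.9). Clusters of T, NK and innate lymphoid cells were clustered again together in the same way and carry the letter L. CD8 T-like cells were clustered a further time with 1000 variable genes and 20 components.

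A cluster was named from markers fixed before the data were examined, as were the cell filter, the comparisons, the gene lists, the rule for naming genes and most of the alternatives. The numeric thresholds of the naming rule were set after the data had been examined. A name needed 3 markers at least 2-fold above the other cells and detected in 20% of the cluster. T cell names needed T cell receptor complex genes in 50% of cells on average, and CD8 T-like clusters CD8 transcripts in 50% of cells, 3 times as often as Cd4. T cell clusters with both CD4 and CD8 transcripts were called mixed, and lymphocyte clusters led by myeloid genes stayed unnamed.

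Neutrophil-like clusters were led by Mmp8, Retnlg, Cxcr2, Ltf or Il1b, border macrophage-like cells by Pf4, Apoe, Ms4a7 and Mrc1, and microglia-like cells by Sparc, P2ry12, Olfml3 and Tmem119. B cell-like clusters were led by Ighd, Cd79a or Vpreb3, plasma cell-like cells by Jchain, progenitor-like cells by Mpo and Elane, monocyte-like cells by Ace and Treml4, and the dendritic cell-like clusters by Xcr1 and Clec9a or by Cd209a and Mgl2. Among lymphocytes, CD8 T-like clusters were led by Cd8a, Cd8b1 and Gzmk or by Cx3cr1 and Klrg1, CD4 T-like ones by Cd40lg and Cd4 or by the interferon-stimulated genes Isg15 and Ifi27l2a, NK-like ones by Klra4, Klrb1b or Prf1, innate lymphoid cell-like cells by Il1rl1 and Rnf128, and gamma-delta T-like cells by Il17re, Blk and Rorc.

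Shares were given with exact Clopper-Pearson 95% intervals and compared by the odds ratio with its exact conditional interval. To compare shares of cells with a UMI of a gene, each cell was thinned to 1000 UMIs and shallower cells were left out. For gene levels, UMIs were summed over a class in each library and given as CPM with exact Poisson intervals and an exact conditional interval for the ratio of 3xTg-AD over WT. Genes with at least 20 UMIs over both libraries counted as measured, and gene lists and leading genes were compared in classes with at least 100 kept cells in each library. Itgae, Gzmk, Eomes and S1pr1 were also read in the smaller CD4 T-like and gamma-delta T-like classes. A level of 0 was replaced by a floor of 3 UMIs over the class. A fold against this floor leaves out the counting error of the other library, so it is not a lower limit. No test was made because each genotype had 1 library.

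The gene lists covered cytotoxic molecules, the residency core, circulation and naive or central memory, inhibitory receptors and exhaustion, effector cytokines and chemokines, interferon-stimulated genes, the NF-kB response, dissociation and immediate early genes, adhesion, antigen presentation on class I, class II, the cell cycle, oxidative phosphorylation, the proteasome, ribosomal proteins, mitochondrially encoded genes and Alzheimer genes. The CD103 residency factors and the niche cytokines came from the study. Lists for neutrophils, B cells, border macrophages and microglia were read in those classes, and markers of neurons, oligodendrocytes, astrocytes, endothelium, stroma, choroid plexus and erythroid cells over all cells. A list was summarised by the median log2 ratio of its measured members, its percentile among 10000 random lists of the same size matched in 20 bins of mean expression, and the members at least 1.5-fold apart, with an interval from 200 Poisson resamples of the UMIs.

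Genes named in the text were the genes central to the study, up to 4 members of each list with the largest ratios, and the 10 highest and 10 lowest genes in CD8 T-like cells or the 6 highest and 6 lowest in other classes. List members and the highest and lowest genes had at least 50 UMIs in the higher library. Only the highest and lowest also needed an interval wholly beyond 1.5-fold. The genes central to the study needed neither. Predicted genes, ribosomal, mitochondrial, haemoglobin, antigen receptor, Xist and Y-linked genes were left out of the highest and lowest.

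The gene-level steps were tested on simulated data drawn from the real levels. Each gene was drawn as an independent Poisson count. Clumping of UMIs in single cells or clusters, and shared regulation within lists, were left out. The results below therefore speak for counting error only, and real counts can depart further. For CD8 T-like cells (8260 genes) the interval covered the true ratio for 96.2% of genes, and the naming rule recovered 100% of genes raised 4-fold, 60% of those raised 2-fold, 42% of those lowered 2-fold and 96% of those lowered 4-fold, while 4 unchanged genes passed. For neutrophil-like cells (8623 genes) coverage was 95.9%, and the rule recovered 100%, 74%, 62% and 98% of these, with 5 unchanged genes passing. Of unchanged lists, 9% and 7.5% fell outside the central 90% of percentiles.

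Alternatives covered doublet removal, the cell filter, the clustering resolution and seed, scaling within each library, a gate applied cell by cell, the genes and resolution of the subclustering, the thinning depth, the scaling of summed counts, the weight of each cell and the minimum count. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, scikit-image 0.26.0, umap-learn 0.5.12 and matplotlib 3.10.9.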

Results

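Leukocytes with high surface CD45 were sorted from the brains of female mice and their RNA was sequenced cell by cell. The 3xTg-AD mouse carries mutant human APP and tau transgenes and a Psen1 knock-in and develops both amyloid and tau pathology, and the WT mouse was of the B6129SF2/J strain. Each genotype was represented by 1 droplet library made from a pool of 10 mice. The WT library held 3902 cell barcodes with 28306205 UMIs, and the 3xTg-AD library held 3056 barcodes with 20439664 UMIs. The median barcode carried 5044.5 UMIs and 1695.5 genes in WT, against 5018 UMIs and 1699.5 genes in 3xTg-AD. After removal of poor barcodes and doublets, 3229 WT cells and 2653 3xTg-AD cells remained. There were no replicates, so no test was made and every interval below is a 95% interval for counting error alone, which says nothing of the spread between mice, pools or sorts.

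Genes that check the labels were read over all barcodes. Xist, the RNA of the inactive X chromosome, reached 945 CPM in WT (934 to 957) and 908 in 3xTg-AD (894 to 921). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together gave 2 and 4 UMIs. App, the gene of the amyloid precursor, stood at a 3xTg-AD over WT ratio of 1.17 (1.11 to 1.24), Psen1 at 1.03 (0.941 to 1.12) and Thy1 at 0.705 (0.674 to 0.737). Mapt, which encodes tau, gave 9 and 2 UMIs. These counts of mouse genes in leukocytes do not check the genotype.

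The first comparison asked how the makeup of brain leukocytes differed between 3xTg-AD and WT mice. The T, NK and innate lymphoid clusters together were a smaller part of the 3xTg-AD library. Microglia-like and border macrophage-like cells were larger parts. Cells of the T, NK and innate lymphoid clusters made up 41.9% of WT cells (40.2 to 43.6) and 24.7% of 3xTg-AD cells (23.1 to 26.4), an odds ratio of 0.455 (0.405 to 0.509). Microglia-like cells, the macrophages of the brain tissue itself, went the other way, from 1.30% in WT (0.939 to 1.75) to 12.7% in 3xTg-AD (11.5 to 14.0), with an odds ratio of 11.04 (7.95 to 15.7). Border macrophage-like cells, which carry markers of the macrophages of meninges and perivascular spaces, made up 6.38% in WT and 11.6% in 3xTg-AD (odds ratio 1.92, 1.59 to 2.32).

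Among lymphocytes, CD4 T-like cells stood at 9.29% in WT and 3.54% in 3xTg-AD (odds ratio 0.359, 0.280 to 0.457). Innate lymphoid cell-like cells stood at 3.93% and 1.17% (odds ratio 0.289, 0.188 to 0.432), and NK-like cells at 9.69% and 7.20% (odds ratio 0.723, 0.596 to 0.875). Without microglia-like and macrophage-like cells in the denominator the NK-like odds ratio was 0.896 (0.737 to 1.09), which does not exclude 1. Gamma-delta T-like cells with markers of interleukin-17 producers were the exception, at 0.712% in WT and 3.51% in 3xTg-AD (odds ratio 5.06, 3.17 to 8.40), and at an odds ratio of 10.4 (3.21 to 53.3) under a stricter cell filter, from 3 and 29 cells. The unnamed cluster L11, led by the gamma-delta receptor genes Trdc, Tcrg-C2 and Trgv2, went the other way. It held 2.35% and 1.02% (odds ratio 0.427, 0.263 to 0.672), so the rise holds for the named class and not for all gamma-delta-like cells. B cell-like cells made up 6.97% and 5.69% (odds ratio 0.806, 0.647 to 1.00). Type 2 conventional dendritic cell-like cells made up 3.34% and 1.43% (odds ratio 0.420, 0.281 to 0.616).

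Neutrophil-like cells were the most abundant class in both libraries, with 30.9% of WT cells and 37.0% of 3xTg-AD cells (odds ratio 1.31, 1.17 to 1.46). Under the stricter cell filter the named clusters gave 0.846 (0.743 to 0.963), but there the cluster led by Il1b, Acod1 and Ptgs2, with 225 WT and 338 3xTg-AD cells, lost its neutrophil name, so the 2 values do not describe the same cells. For monocyte-like, progenitor-like, plasma cell-like and type 1 conventional dendritic cell-like cells, no difference was detectable at this depth, with odds ratios of 0.727 (0.456 to 1.14), 0.727 (0.510 to 1.03), 0.923 (0.504 to 1.67) and 0.942 (0.527 to 1.66). Some alternatives joined such classes to others. The odds ratio was 1.83 (1.27 to 2.63) without doublet removal for a plasma cell-like cluster that carried Vpreb3, 0.730 (0.549 to 0.967) with no cell filter for monocyte-like cells that included a cluster led by Elane and Mpo, and 0.541 (0.405 to 0.717) at Leiden resolution 0.5 for a cluster that joined both kinds of dendritic cells.

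Of the clusters left out of a single named class, mixed T cells made up 2.91% in WT and 1.28% in 3xTg-AD, and unnamed clusters 7.34% and 3.47%. By cluster, the odds ratio was 0.267 (0.138 to 0.482) in L5, which was led by Dapl1, Ccr7, Lef1 and Sell, and 0.784 (0.422 to 1.42) in the dividing T cells of L9. It was 0.262 (0.142 to 0.456) in L0, where myeloid genes stood beside Foxp3 and Ctla4, 0.427 (0.263 to 0.672) in L11, led by Trdc, and 0.672 (0.462 to 0.967) in cluster 6, led by Fcnb and Chil3. The sort on high CD45 can set these shares, because microglia carry less CD45 than blood-derived leukocytes. With 1 library per genotype, the microglia-like and gamma-delta T-like clusters, 88.9% and 80.2% of whose cells came from 3xTg-AD, are confounded with that library.

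**Figure D1:**
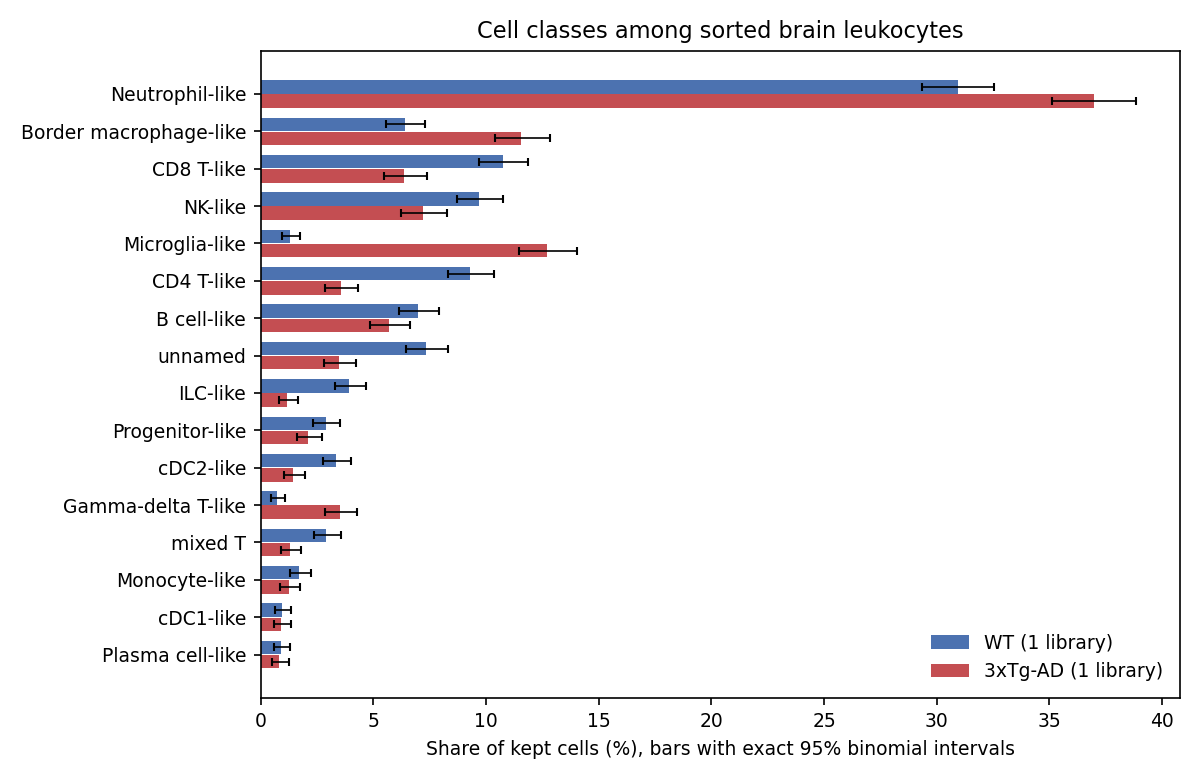
Share of kept cells in each class, in percent, for the WT library (blue) and the 3xTg-AD library (red), with exact 95% binomial intervals as error bars. Microglia-like cells go from 1.30% to 12.7%, while CD8 T-like cells go from 10.7% to 6.37%.

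Markers of cells that a sort or free RNA could carry along were read over all kept cells. Choroid plexus markers were higher in 3xTg-AD at a ratio of 4.96 (3.94 to 6.30), led by Ttr, the transthyretin gene, at 8.23 (6.09 to 11.3). Astrocyte markers stood at 3.93 (3.24 to 4.77), with 342 of the 426 3xTg-AD UMIs in microglia-like cells. Erythroid markers stood at 0.379 (0.308 to 0.463) and stromal ones at 0.624 (0.475 to 0.812). Oligodendrocyte markers, at 0.968 (0.904 to 1.04), and endothelial ones, at 1.02 (0.928 to 1.13), did not differ beyond counting error, and neuron markers gave 15 and 21 UMIs.

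CD8 T-like cells made up 10.7% of WT cells (347 of 3229, 9.70 to 11.9) and 6.37% of 3xTg-AD cells (169 of 2653, 5.47 to 7.37), with an odds ratio of 0.565 (0.464 to 0.687). CD4 T-like and innate lymphoid cell-like shares were lower too, and among the cells of the T, NK and innate lymphoid clusters alone the CD8 T-like odds ratio was 1.01 (0.809 to 1.25). A gate applied cell by cell, which asked for CD3 and CD8 transcripts without Cd4, took 13.9% of WT cells and 7.69% of 3xTg-AD cells.

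The next comparison asked which kinds of CD8 T cells the libraries held. The cells were split unevenly between clusters L1 and L2, with a further small cluster, L7. Cluster L1, led by Cd8a, Cd8b1, Gzmk and Plac8, held 64.3% of the WT CD8 T-like cells (59.0 to 69.3) and 34.9% of the 3xTg-AD ones (27.8 to 42.6). Cluster L2, led by Gzmk, Ifng and Nr4a2, held 28.2% (23.6 to 33.3) and 61.5% (53.8 to 68.9). Cluster L7, led by Cx3cr1 and Klrg1 and with Gzma among its leading genes, held 7.49% and 3.55%. Values in this class therefore compare cells that are mostly L1 in WT with cells that are mostly L2 in 3xTg-AD.

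When the CD8 T-like cells were clustered again, a group led by Itgae, the gene of the CD103 chain of the integrin that holds T cells at epithelia, held 65 of 347 WT cells and 1 of 169 3xTg-AD cells, with an odds ratio of 0.0258 (0.000640 to 0.153). Trdc, a gene of the gamma-delta T cell receptor, and Cd7 led this group beside Itgae, so it was not read as conventional CD8 T cells alone. The odds ratio of such a group was 0.579 (0.222 to 1.35) when genes were scaled within each library before clustering, and with no cell filter or the stricter one no group was led by Itgae. Genes that differed strongly between the libraries stood among the leaders of other subclusters. Zfp990 did so in a subcluster of 40 WT and 4 3xTg-AD cells, and Trim12a in another of 80 and 58. The subclusters may therefore part the libraries as well as kinds of cells. In a separate clustering without Itgae and the other subset markers, the group led by Itgae, Cd7 and the gamma-delta gene Tcrg-C2 held 82 of 347 WT cells (23.6%, 19.3 to 28.5) and 4 of 169 3xTg-AD cells (2.37%, 0.649 to 5.95), an odds ratio of 0.0783 (0.0205 to 0.215). In both clusterings the group was picked because Itgae was among its leading genes. Most Itgae UMIs of the class came from WT, so these odds ratios are not separate evidence from the Itgae level. Effector-like cells, marked by Gzma, Cx3cr1, S1pr5, Klrg1 and Zeb2, made up 8.07% in WT and 5.33% in 3xTg-AD, a difference not detectable at this depth (odds ratio 0.641, 0.260 to 1.44). No subcluster carried 3 markers of the central memory, CD103-negative resident, CD103-positive resident or proliferating subsets, so those names were not given. The subset markers were chosen by the study on its own libraries and are not independent evidence.

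Itgae was then read cell by cell in all CD8 T-like cells, without the second clustering. With each cell thinned to 1000 UMIs, 3.79% of WT CD8 T-like cells (13 of 343, 2.03 to 6.39) and 1.20% of 3xTg-AD ones (2 of 167, 0.145 to 4.26) held an Itgae UMI. The odds ratio of 0.308 (0.0334 to 1.39) did not exclude 1 at that depth. Over 100 thinning draws the mean shares were 4.09% and 0.964%, and the 3xTg-AD share was the lower one in 100 of them. The draws thin the same cells, so they show the spread of thinning and not counting error. Unthinned, 13.5% (10.1 to 17.6) and 2.96% (0.967 to 6.77) of the cells held an Itgae UMI, with an odds ratio of 0.195 (0.0594 to 0.502). Thinned to 2000 UMIs, the odds ratio was 0.140 (0.0159 to 0.568). Thinning to 1000 UMIs left out 4 WT and 2 3xTg-AD cells. B cell-like cells, which should lack the gene, gave 0 of 225 and 0 of 151 cells, with upper limits of 1.63% and 2.41%, so the thinned 3xTg-AD share cannot be set apart from the background. The median CD8 T-like cell held 5189 UMIs in WT and 5451 in 3xTg-AD, and the median B cell-like cell 4110 and 4511.

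Gzmk encodes granzyme K, a protease of CD8 T cell granules. A Gzmk UMI was found in 18.4% of WT CD8 T-like cells (14.4 to 22.9) and 22.2% of 3xTg-AD ones (16.1 to 29.2) after thinning to 1000 UMIs, an odds ratio of 1.26 (0.777 to 2.04). This draw was a low one, as the mean shares over 100 draws were 17.2% and 26.2%, with odds ratios between 1.07 and 2.84. Thinned to 2000 UMIs the odds ratio was 2.00 (1.32 to 3.01), and unthinned shares were 47.0% and 66.9% with an odds ratio of 2.28 (1.53 to 3.41). B cell-like cells gave 0 of 225 and 0 of 151 cells with Gzmk. Microglia-like cells gave 2 of 41 and 0 of 331.

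Summed over all CD8 T-like cells, the genes central to the study differed in both directions. Itgae gave 96 UMIs in WT, or 50.1 CPM (40.6 to 61.2), and 9 UMIs in 3xTg-AD, or 9.57 CPM (4.38 to 18.2), a ratio of 0.191 (0.0848 to 0.378). Gzmk was higher in 3xTg-AD, at 297 CPM (263 to 334) against 197 in WT (178 to 218), a ratio of 1.504 (1.28 to 1.76). Eomes, a transcription factor of memory and cytotoxic lymphocytes, stood at 123 against 74.1 CPM, a ratio of 1.66 (1.29 to 2.14). S1pr1, the receptor that lets lymphocytes leave tissue, stood at 58.5 against 40.7, a ratio of 1.44 (0.999 to 2.06) that does not exclude 1. The S1pr1 interval excluded 1 under some alternatives, such as the stricter cell filter at 1.81 (1.19 to 2.74) and Leiden resolution 0.5 at 1.54 (1.07 to 2.19), and not under others, such as the gate at 1.19 (0.876 to 1.60).

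These ratios depended on the cluster. In L2 alone the ratio was 1.01 (0.356 to 2.88) for Itgae, 1.21 (0.969 to 1.52) for Gzmk and 1.19 (0.839 to 1.68) for Eomes, none of which excludes 1, and 1.83 (1.05 to 3.29) for S1pr1. In L1 alone it was 1.61 (1.26 to 2.05) for Gzmk, 1.92 (1.29 to 2.84) for Eomes and 1.24 (0.673 to 2.20) for S1pr1, whereas no Itgae UMI was found in 3xTg-AD, which puts the ratio at 0.159 or below. In cells taken by the gate the Itgae ratio was 0.407 (0.236 to 0.666), and with no cell filter it was 0.290 (0.149 to 0.521). Among the CD8 T-like cells with the lower share of dissociation and immediate early UMIs, 191 from WT and 67 from 3xTg-AD, none of the latter held an Itgae UMI, while the ratio was 1.56 (1.24 to 1.95) for Gzmk and 1.31 (0.835 to 2.01) for Eomes.

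In GRCm38 coordinates, Itgae (ENSMUSG00000005947) spans chromosome 11 from 73090583 to 73147446 and Gzmk (ENSMUSG00000042385) chromosome 13 from 113171608 to 113225908. Eomes (ENSMUSG00000032446) spans chromosome 9 from 118478212 to 118486132 and S1pr1 (ENSMUSG00000045092) chromosome 3 from 115710433 to 115715072.

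Outside CD8 T-like cells these genes had other ratios, and the difference between classes was not tested. Itgae was higher in 3xTg-AD in NK-like cells, at 2.59 (1.52 to 4.49) from 25 and 37 UMIs, and in gamma-delta T-like cells, at 4.56 (1.47 to 22.9) from 3 and 50 UMIs. Gamma-delta T-like cells, with 23 and 93 cells, and CD4 T-like cells, with 94 in 3xTg-AD, lay under the minimum of 100 cells per library, so their values describe few cells. Eomes was lower in NK-like cells, at 0.676 (0.562 to 0.810). S1pr1 was higher in CD4 T-like cells, at 2.03 (1.55 to 2.63), and in B cell-like cells, at 1.34 (1.06 to 1.68). Gzmk in CD4 T-like cells stood at 1.63 (0.989 to 2.63).

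**Figure D2:**
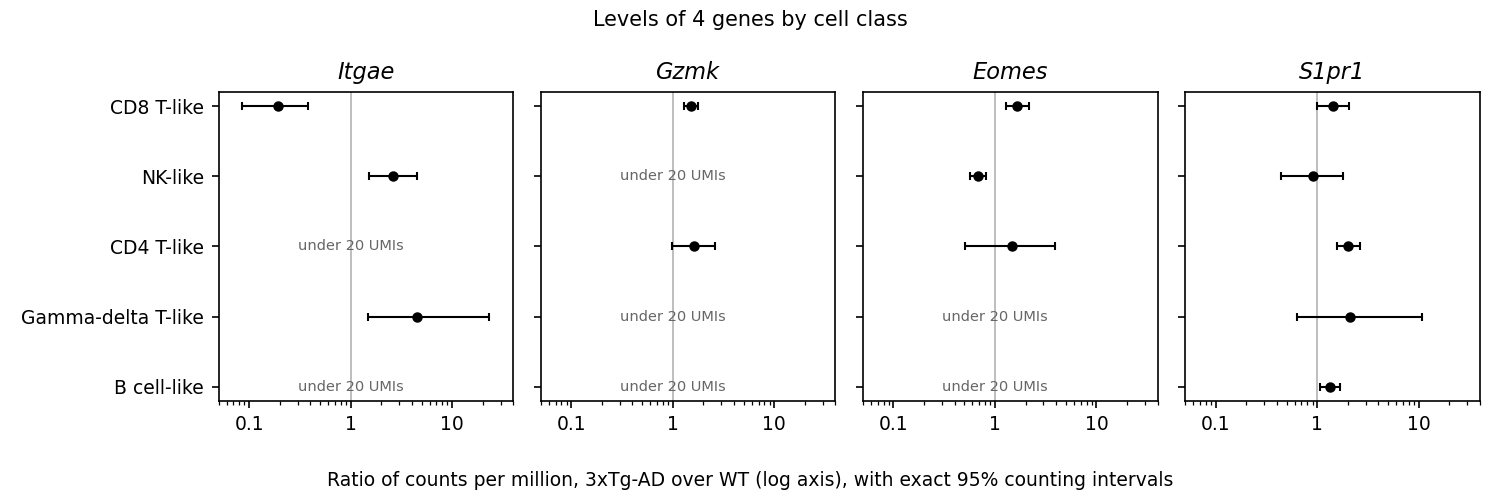
Ratio of CPM, 3xTg-AD over WT, on a log axis, for Itgae, Gzmk, Eomes and S1pr1 in 5 lymphocyte classes, with exact 95% counting intervals. CD4 T-like and gamma-delta T-like cells lie under 100 cells in a library. Itgae lies at 0.191 in CD8 T-like cells and at 2.59 in NK-like cells.

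Gene groups in CD8 T-like cells were compared next, with L1 holding most WT cells and L2 most 3xTg-AD cells. The dissociation and immediate early list, whose genes respond to tissue handling as well as to receptor signals, had a median log2 ratio of 0.64 (0.57 to 0.70) over 18 measured genes, above 100% of 10000 matched random lists. Of these 18 genes, 10 were at least 1.5-fold higher and 1 lower, with Egr1 at a ratio of 2.26, Nr4a1 at 2.04 and Fosb at 1.93. This shift stands beside every group below.

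Genes of inhibitory receptors and exhaustion were higher in 3xTg-AD, with a median log2 ratio of 1.00 (0.42 to 1.19) at the 100th percentile and 5 of 7 measured genes at least 1.5-fold higher. Tox, a transcription factor of persistently stimulated T cells, stood at a ratio of 2.46, Nr4a2 at 2.00 and Entpd1 at 1.60, while the receptor gene Cd160 stood at 0.444. Effector cytokines and chemokines were higher as well, at 0.60 (0.34 to 0.85) and the 100th percentile, with 4 of 8 genes at least 1.5-fold higher. Ifng stood at 2.07, Tnf at 2.06 and Ccl3 at 1.75, against 0.615 for Xcl1. In L1 alone the inhibitory and exhaustion median was 0.38 (-0.19 to 0.94), which does not exclude 0, while the effector median of -0.23 (-0.48 to 0.12) and the dissociation median of -0.18 lay on the other side of 0.

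The residency core, genes that keep memory T cells in tissue, was lower in 3xTg-AD. Its median log2 ratio was -0.36 (-0.62 to -0.23) at percentile 0.01, with 5 of 12 genes at least 1.5-fold lower and 1 higher. After Itgae came P2rx7 at 0.465, Xcl1 at 0.615 and Itga1 at 0.639. In gated cells this median was -0.06 (-0.26 to 0.01). The CD103 residency factors, taken from the study, which had read them on its own libraries, had a median of 0.06 (-0.16 to 0.22) at percentile 69.0, with 0 of 8 genes at least 1.5-fold higher and 1 lower. Fabp5 stood at 0.556, Stat3 at 1.18, Smad7 at 1.13 and Stat1 at 0.898.

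Circulation and naive or central memory genes had a median of 0.08 (-0.05 to 0.42) at percentile 80.7, with 4 of 11 genes at least 1.5-fold higher and 0 lower. Klf2, which drives S1pr1, stood at 1.76 and Klf3 at 1.57, while Itgb7 stood at 0.690. Cytotoxic molecules had a median of 0.12 (-0.04 to 0.31) at percentile 91.5, with 2 of 10 genes at least 1.5-fold higher and 1 lower. Their granzymes parted ways, with Gzmk at 1.504, Gzmb at 0.732 and Gzma at 0.166.

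Other groups stood closer to the level of matched random lists. Interferon-stimulated genes had a median of 0.06 (-0.08 to 0.35) at percentile 77.1, with 3 of 16 genes at least 1.5-fold higher, among them Ifi27l2a at 2.32 and Isg15 at 1.58, but this median was 0.51 (0.33 to 0.73) in gated cells and 0.42 (0.10 to 0.55) at Leiden resolution 0.5. The NF-kB response list stood at 0.07 (-0.07 to 0.32), percentile 71.7, with Tnfaip3 at 1.82. Adhesion genes stood at 0.07 (-0.08 to 0.18), percentile 83.0, and genes of antigen presentation on class I at -0.03 (-0.09 to 0.06), percentile 38.9, with H2-T23 at 1.86. Cell cycle genes stood at -0.21 (-0.62 to 0.05), percentile 7.10, with Top2a at 0.518 and Stmn1 at 0.750.

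Small shifts over large groups were also present. Proteasome genes had a median of -0.15 (-0.21 to -0.05) at percentile 0.44 and mitochondrially encoded genes one of -0.18 (-0.25 to 0.02) at percentile 0.735. Nuclear genes of oxidative phosphorylation stood at -0.05 (-0.10 to -0.01), percentile 14.1, and ribosomal proteins at 0.04 (0.02 to 0.05), percentile 98.7. Class II genes stood at 0.53 (0.22 to 0.78), percentile 99.6, and the Alzheimer gene list at 0.26 (0.08 to 0.40), percentile 98.7, with F2r, which encodes the receptor PAR-1, at a ratio of 1.48 and Psen1 at 0.635. In gated cells class II turned to -2.36 and the Alzheimer list to -0.33, in L2 alone ribosomal proteins turned to -0.05 and the proteasome median was 0.00015, and at Leiden resolution 0.5 class II turned to -1.18 and oxidative phosphorylation to 0.0078.

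**Figure D3:**
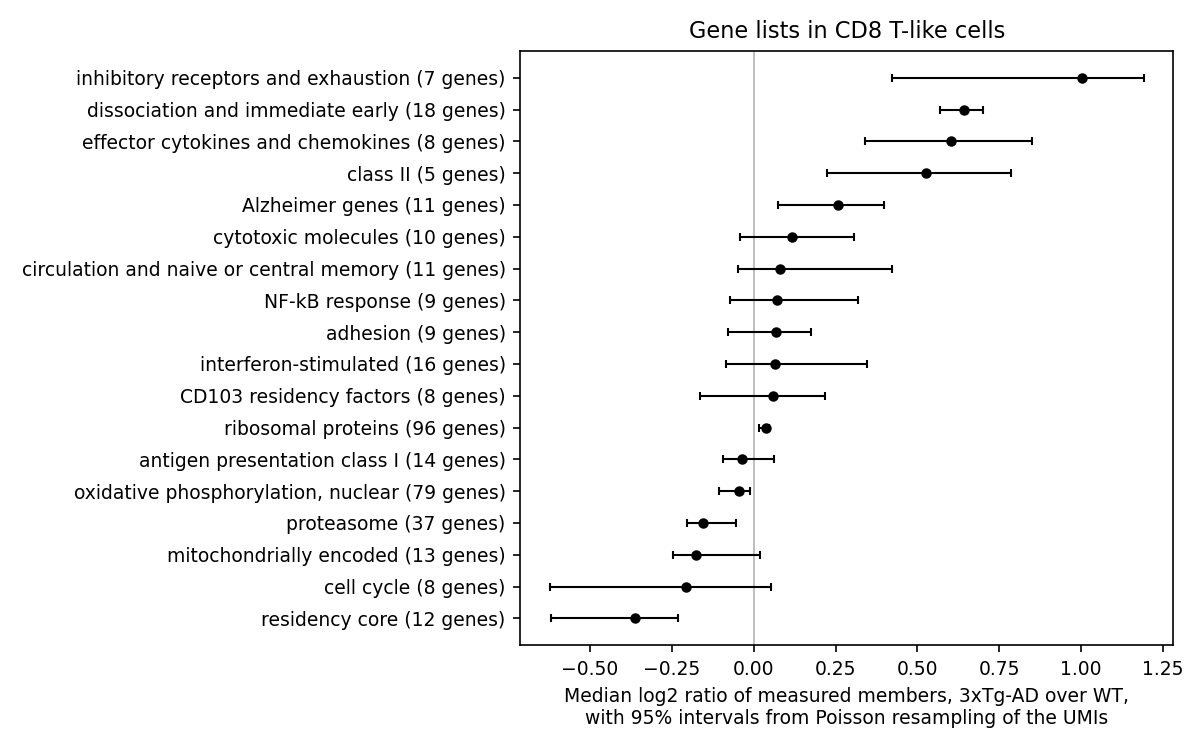
Median log2 ratio, 3xTg-AD over WT, of the measured members of each gene list in CD8 T-like cells, with 95% intervals from Poisson resampling of the UMIs. Inhibitory receptors and exhaustion lie at 1.00 and the residency core at -0.36.

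The genes furthest apart in CD8 T-like cells mixed T cell genes with genes that also differed in other classes. Highest in 3xTg-AD was BC018473, with 0 UMIs in WT and 182 in 3xTg-AD, 124-fold higher against a floor of 3 UMIs. Trim12a, of a family of antiviral ubiquitin ligases, stood at 29.5 (14.5 to 70.1) and Ctse, a protease gene, at 15.2 (8.49 to 29.6). The co-chaperone genes Bag3, at 4.62 (2.87 to 7.64), and Dnajb4, at 4.40 (3.24 to 6.03), followed, then Arhgap31 at 3.67 (2.46 to 5.54), Gpr183, a receptor for oxysterols, at 3.02 (2.14 to 4.29) and Sfi1 at 2.70 (1.91 to 3.81). Cst3 at 3.06 (2.65 to 3.54) and Hexb at 2.61 (1.86 to 3.68), both abundant in microglia, took 43.3% and 36.6% of their UMIs from a single cell, and in gated cells both turned, to 0.795 and 0.832.

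Lowest in 3xTg-AD were Zfp990, with 89 WT UMIs and 0 in 3xTg-AD, and Gbp2b, a guanylate-binding protein gene, with 69 and 0 UMIs. Against the floor they were 14.6-fold and 11.3-fold lower. Mns1 stood at 0.0392 (0.000974 to 0.228) and Wls, needed for Wnt secretion, at 0.0792 (0.0527 to 0.115) from 746 and 29 UMIs. Gzma, the granzyme of effector cells, gave 980 and 80 UMIs, a ratio of 0.166 (0.131 to 0.209), but 2.57 (1.32 to 5.32) in L2 alone. Cluster L7, with Gzma among its leading genes, held 26 WT and 6 3xTg-AD cells, and its own Gzma ratio was not read. Hjurp at 0.106 (0.0281 to 0.282), Acss2 at 0.172 (0.0611 to 0.394), Slc22a15 at 0.189 (0.0589 to 0.468), Itgae and Arhgef12 at 0.231 (0.0810 to 0.536) completed this group. BC018473 is annotated as antisense, and Trim12a, Gbp2b and Zfp990 belong to families of similar genes, so their counts are uncertain.

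Within each library, Gzmk was compared between CD8 T-like cells with and without an Itgae UMI, which sets no library against the other. Over both libraries, Itgae stood at 185 CPM in the group led by Itgae and Trdc and at 15.2 CPM in the other CD8 T-like cells. The comparison may therefore set gamma-delta-like cells beside CD8 T cells, which was not tested. In WT, cells thinned to 1000 UMIs carried Gzmk at 129 CPM with Itgae (62.0 to 238) and 200.4 without (180.5 to 222.0), a ratio of 0.646 (0.307 to 1.20). More cells counted as Itgae-positive at greater depth, and the ratio was then 0.417 (0.226 to 0.708) at 2000 UMIs and 0.396 (0.253 to 0.595) unthinned, from 47 cells with and 300 without Itgae. In 3xTg-AD only 2 thinned cells held Itgae and the ratio of 0.395 (0.00997 to 2.22) has a wide interval. The thinned shares of WT cells with a Gzmk UMI were 15.4% and 18.5%.

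The remaining comparisons asked whether other classes differed as well. In neutrophil-like cells, interferon-stimulated genes were higher in 3xTg-AD, with a median log2 ratio of 1.01 (0.66 to 1.38) at the 100th percentile and 8 of 11 genes at least 1.5-fold higher. Ifi27l2a stood at 4.01, Zbp1 at 3.32, Isg15 at 2.61 and Rsad2 at 1.96. Granule genes of immature neutrophils were lower, at -0.42 (-0.54 to -0.30) and percentile 0.04, with Cybb at 0.561, Camp at 0.609 and Ltf at 0.677. Genes of activated neutrophils stood at 0.17 (0.11 to 0.23), percentile 91.3. The dissociation list stood at 0.39 in the same cells. Clusters 16, 9 and 11 were the largest of this class in WT and clusters 16 and 8 in 3xTg-AD, with cluster 16, led by Il1b and Ptgs2, at 7.09% and 13.04% of all kept cells.

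Single genes in neutrophil-like cells were led by Stfa1 at a ratio of 142 (48.2 to 692), BC018473 at 134 (94.2 to 197), Trim30d at 62.6 (21.1 to 307), Ctnnbip1 at 35.7 (14.99 to 112), Trim12a at 34.4 (21.3 to 59.6) and Ttr at 32.5 (10.7 to 161). Lowest were Gbp2b at 0.0132 (0.000330 to 0.0753), Aldh1l1 at 0.0188 (0.00384 to 0.0558), Clcnka at 0.0283 (0.00762 to 0.0738), Fam71b at 0.0419 (0.00847 to 0.127), Dtd1 at 0.0509 (0.0136 to 0.135) and Myo1b. The last gave 52 and 0 UMIs and was 15.1-fold lower against the floor. Stfa1 and Trim30d also belong to families of similar genes. Ttr was not particular to this class. In 3xTg-AD it stood at 15.7 CPM in neutrophil-like, 14.7 in NK-like and 16.8 in microglia-like cells. Its ratio was 31.5 (4.98 to 1313) in NK-like cells, from 1 and 18 UMIs, but 1.45 (0.959 to 2.23) in border macrophage-like cells.

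Border macrophage-like cells of 3xTg-AD carried more cell cycle RNA and less of the genes that define them. Cell cycle genes had a median log2 ratio of 0.94 (0.52 to 1.18) at the 100th percentile, with 8 of 14 genes at least 1.5-fold higher, such as Birc5 at 3.95 and Stmn1 at 2.81. The border macrophage core stood at -0.47 (-0.60 to -0.31), percentile 0.02, with 4 of 10 genes at least 1.5-fold lower and 1 higher, and with Apoe at 0.493, Cd163 at 0.520, Pf4 at 0.617 and Mrc1 at 0.710. Class II genes stood at 0.30 (0.29 to 0.40), percentile 99.96, with H2-Oa at 5.85 and Ciita, the class II transactivator gene, at 1.94. At Leiden resolution 2.0 this class split into a cluster led by Ms4a7, Cxcl14 and class II genes, with 127 WT and 247 3xTg-AD cells, and one led by Pf4, Mrc1 and Stab1, with 78 and 60, so the mix within the class differed between the libraries. The dissociation list stood at 0.30. Cytotoxic molecules were lower at -2.57 (-3.00 to -2.20), with Gzma at 0.0181 (0.00957 to 0.0313), 44.2% of whose UMIs lay in a single cell, and Gzmb at 0.0864 (0.0431 to 0.158). The gate for CD8 T cells took 3 WT and 0 3xTg-AD cells of this class, and erythroid markers gave 39 and 2 UMIs there. Cells or RNA of other kinds in the WT class were therefore not excluded as a source of these genes.

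Highest in that class were Cacna1a at 105 (28.7 to 867) and BC018473, 73.6-fold higher against the floor. Cxcl9 at 18.6 (7.07 to 69.5) with 65.5% of its UMIs in a single cell, H2-M2 at 18.0 (9.31 to 39.8), Trim12a at 16.4 (7.34 to 45.3) and Ctse at 12.7 (7.58 to 23.04) followed. Lowest, besides the granzymes, were Ifi44l at 0.00915 (0.000229 to 0.0526), Colec12 at 0.0505 (0.0159 to 0.124), Ccl5 at 0.104 (0.0850 to 0.126) and Ifi44 at 0.128 (0.0790 to 0.199).

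NK-like cells of 3xTg-AD were richer in cytotoxic genes. Cytotoxic molecules had a median log2 ratio of 0.46 (0.29 to 0.65) at percentile 99.99, with 4 of 10 genes at least 1.5-fold higher, namely Gzmb at 2.08, Gzmc at 1.92, Gzma at 1.88 and Prf1, the perforin gene, at 1.53. Circulation genes stood at 0.48 (0.18 to 0.81), percentile 99.98, with Klf3 at 2.76 and S1pr5 at 2.72, and effector cytokines and chemokines at 0.51 (0.13 to 0.64), percentile 99.98, with Ccl3 at 2.19. The dissociation list stood at 0.44. Cluster L8, led by Klra4, held 174 of 313 NK-like cells in WT and 59 of 191 in 3xTg-AD, where L10 and L6, the latter led by Cma1, Gzma and Prf1, held 72 and 60. The gate for CD8 T cells took 16 WT and 3 3xTg-AD cells of this class. T cells within it were therefore not excluded as a part of these differences.

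Among single genes of NK-like cells the highest were St6galnac2, under 1 of its gene identifiers, at 164 (44.7 to 1362), and BC018473, 106-fold higher against the floor. Ctse at 16.0 (9.02 to 31.0), Trim12a at 8.82 (5.76 to 14.0), Ehd3 at 5.57 (3.41 to 9.45) and Bag3 at 4.64 (2.83 to 7.86) followed. The lowest were Khdc1a at 0.0350 (0.000869 to 0.204), Cd8a at 0.0761 (0.0153 to 0.232), Ccdc80 at 0.0875 (0.0176 to 0.268) and Wls at 0.110 (0.0856 to 0.139). With them stood Zfp990 and Gbp2b, 19.6-fold and 11.2-fold lower against the floor.

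B cell-like cells of 3xTg-AD were higher in genes of immature B cells and of the NF-kB response. The immature B list had a median log2 ratio of 0.77 (0.62 to 1.57) at percentile 99.9, with Sox4 at 7.46 and Vpreb3 at 1.71, but -0.54 without doublet removal, where the cells led by Vpreb3 lay with the plasma cell-like cluster and the B cell-like class was left without them. The NF-kB list stood at 0.64 (0.39 to 0.77), percentile 99.99, with 6 of 10 genes at least 1.5-fold higher, such as Tnfaip3 at 2.09 and Nfkb2 at 1.92. Circulation genes stood at -0.46 (-0.75 to -0.18), percentile 0.01, and naive and mature B genes at -0.00084 (-0.28 to 0.20), percentile 25.5. These medians include a shift of 0.15 in the median of all measured genes of this class. Cluster 21, led by Vpreb3, held 27 of 225 cells in WT and 60 of 151 in 3xTg-AD, and cluster 3 the rest.

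Highest in B cell-like cells were Cxcl10 at 197 (34.8 to 7825), from 4 cells of 3xTg-AD with 51.0% of the UMIs in 1 of them, and Mafb at 31.4 (11.9 to 118) with 86.9% in a single cell. Trim12a at 27.9 (12.5 to 77.5), BC018473, 24.6-fold higher against the floor, Ctse at 14.96 (7.59 to 33.6) and Myb at 11.01 (4.73 to 31.4) followed. Lowest were Wls at 0.176 (0.105 to 0.283), S100a6 at 0.199 (0.158 to 0.247), Ly6k at 0.206 (0.102 to 0.382), Mri1 at 0.295 (0.148 to 0.546), Ccl5 at 0.337 (0.219 to 0.504) and Nrip1 at 0.365 (0.219 to 0.587).

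Cytokine genes that the study linked to CD103-positive residency were read over all kept cells. They were taken from the study, which had read them on its own libraries, and move with the cell mix. Il15, which maintains memory CD8 T cells, was lower in 3xTg-AD at 0.667 (0.573 to 0.775), and lower within neutrophil-like cells, at 0.533 (0.436 to 0.650), and border macrophage-like cells, at 0.378 (0.204 to 0.682). Il21 gave 13 and 1 UMIs, a ratio of 0.103 (0.00242 to 0.684), and Il7 14 and 3 UMIs, a ratio of 0.286 (0.0528 to 1.03). Tnf was higher at 1.32 (1.25 to 1.39), and higher within type 2 dendritic cell-like cells, at 2.86 (2.29 to 3.58), CD8 T-like cells, at 2.06 (1.499 to 2.84), border macrophage-like cells, at 1.34 (1.18 to 1.53), and microglia-like cells, at 1.31 (1.04 to 1.66), but lower within neutrophil-like cells, at 0.733 (0.664 to 0.809) from 1036 and 663 UMIs. Tgfb1 was higher at 1.14 (1.09 to 1.20) and went both ways by class, with intervals excluding 1 in innate lymphoid cell-like cells, at 1.45 (1.07 to 1.94), and in type 2 dendritic cell-like cells, at 0.795 (0.627 to 0.999). Tgfb3 at 1.14 (0.559 to 2.28), Tgfb2 at 2.08 (0.838 to 5.44) and Il33, with 4 and 8 UMIs, showed no difference detectable at this depth. As a list over all kept cells they had a median log2 ratio of 0.19 (0.01 to 0.45) at percentile 76.6 from 5 measured genes.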

Values the study reported

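The study described 13 cell types among the leukocytes of brain and meninges, of which CD8+ T cells were 3,098, or 19.06%. It placed 4.52% of these in the central memory subset, 11.43% in the effector subset, 64.59% in the CD103-negative resident subset, 4.29% in the proliferating subset and 15.24% in the CD103-positive resident subset. For the brain alone it gave CD103-positive resident cells as 27.44% of CD8+ T cells in WT and 9.8% in 3xTg-AD, and CD103-negative resident cells as 45.9% and 73.69%, with an odds ratio of 3.30 for the latter.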

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

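The tests chosen only after the result was seen were the NK-like ratio of Itgae, the Itgae ratio in cells of low dissociation share, the ratios in L1 and L2 alone and the CD8 T-like share without microglia-like and macrophage-like cells or among T, NK and innate lymphoid clusters alone. Genes were taken up here because their ratios of 3xTg-AD over WT lay on opposite sides of 1 in NK-like and CD8 T-like cells with intervals excluding 1 in both. The difference between the classes was not tested, and most CD8 T-like cells lay in L1 in WT and in L2 in 3xTg-AD, while L8 was the largest NK-like cluster in WT and L10 in 3xTg-AD. The NK-like class also held cells taken by the gate for CD8 T cells, 16 in WT and 3 in 3xTg-AD.

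Itgae stood at 2.59 (1.52 to 4.49) in NK-like cells and 0.191 (0.0848 to 0.378) in CD8 T-like cells. Gzma stood at 1.88 (1.81 to 1.95) in NK-like cells and 0.166 (0.131 to 0.209) in CD8 T-like cells. It was 0.643 (0.327 to 1.17) in L1 alone and 2.57 (1.32 to 5.32) in L2 alone, so the direction turned within L2. Neither cluster was as low as the class. Cluster L7, with Gzma among its leading genes, held 26 WT and 6 3xTg-AD cells. Its own ratio was not read, so the low Gzma value cannot be taken for the whole class. Eomes stood at 0.676 (0.562 to 0.810) in NK-like cells and 1.66 (1.29 to 2.14) in CD8 T-like cells, with 1.92 (1.29 to 2.84) in L1 alone and 1.19 (0.839 to 1.68) in L2 alone. Gpr183 stood at 0.438 (0.204 to 0.861) in NK-like cells, from 44 and 11 UMIs, and 3.02 (2.14 to 4.29) in CD8 T-like cells.

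The low Itgae level in CD8 T-like cells of 3xTg-AD was weighed against technical explanations. A loss of Itgae reads in that whole library would lower the gene in NK-like cells, where the ratio was 2.59. A response to dissociation would leave the calmer cells alike, yet among CD8 T-like cells with a low share of dissociation and immediate early UMIs the ratio was 0 (0 to 0.160). Cells moved to another class by the clustering would return under the gate, where the ratio was 0.407 (0.236 to 0.666), although 22 of the 204 gated 3xTg-AD cells lay among gamma-delta T-like cells against 6 of 450 in WT. The ratio was 0 within L1 alone but 1.01 (0.356 to 2.88) within L2 alone, and Trdc led the Itgae-rich group beside Itgae, so a difference in gamma-delta cells within the class stays open and untested, as does a biological difference between the genotypes.

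The larger share of microglia-like cells in 3xTg-AD was the next pattern. Microglia carry less CD45, and a wider sort gate would bring in cells with a lower level of Ptprc, the CD45 gene. Ptprc in microglia-like cells stood at 0.832 (0.732 to 0.947) from 293 and 1331 UMIs, so a wider gate is a candidate explanation, and a change in the microglia of 3xTg-AD mice stays open and untested. Cytotoxic molecules were lower in this class too, with a median log2 ratio of -1.10 (-1.67 to -0.63). With genes scaled within each library, some of its WT cells formed a cluster without 3xTg-AD cells. Ptprc may differ for such reasons as well, so its level cannot decide on the gate. Dilution by microglia-like and macrophage-like cells did not account for all of the lower CD8 T-like share, since without them its odds ratio was 0.697 (0.571 to 0.849). Among the cells of the T, NK and innate lymphoid clusters alone it was 1.01 (0.809 to 1.25). CD8 T-like cells were thus not detectably fewer relative to those clusters.

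Some genes stood apart in every class. Of 6010 genes measured in CD8 T-like, NK-like, B cell-like, neutrophil-like and border macrophage-like cells, and outside the kinds left out of the naming, Ctse, Trim34a, Trim5, Trim12a, Bag3, Mt1, Vps13c and BC018473 were at least 2-fold higher in all 5 classes and Hjurp lower. Free RNA from neutrophils would keep BC018473 and S100a8 in 1 ratio, but BC018473 per S100a8 UMI was 71.6 (61.4 to 83.1) times higher in CD8 T-like than in neutrophil-like cells of 3xTg-AD, and for all 9 genes this quotient was at least 65.7. A strain background that differs between the pools would group the genes on chromosomes, and 3 neighbouring pairs within 1 Mb were found where matched random lists gave a median of 0 and a 95th percentile of 1. All 3 pairs lie in the Trim34a, Trim5 and Trim12a family of similar genes, and 0 remained with that family counted once, so strain background and genotype cannot be told apart.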

How the results depend on the processing

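The expected doublet rate in both libraries, the denominators without microglia-like and macrophage-like cells or of T, NK and ILC clusters, the low dissociation share, the single clusters L1 and L2 and the mean of 100 thinning draws were chosen after seeing the data. Across these and the alternatives set beforehand, 113 of 121 values of class shares stayed within the counting interval of the reported value, 6 moved and 2 changed direction. For the genes and shares central to the study in CD8 T-like cells these numbers were 73, 12 and 1 of 86 values, for its gene lists 210, 30 and 11 of 251, for other named genes of that class 191, 34 and 3 of 228, and for other classes 182, 22 and 2 of 206. A change of direction was counted only where the interval of the reported value excluded no difference. The type 1 conventional dendritic cell-like odds ratio, for example, went from 0.942 to 1.01 without doublet removal and was counted as unmoved. The CD8 T-like odds ratio ranged from 0.514 to 1.01, the Gzmk ratio from 1.21 to 1.62, the Eomes ratio from 1.19 to 1.92 and the S1pr1 ratio from 1.19 to 1.83. The causes of the changes below were not tested, except that a new denominator changes a share by construction and that named clusters which joined or lost a name change the cells compared, as said below. Depth limits Itgae, with 9 UMIs in 3xTg-AD CD8 T-like cells. No paired analysis was possible because each genotype had 1 library.

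There was no value for the Itgae-led share with no cell filter or the stricter one, where no subcluster was led by Itgae, for B cell-like cells under the stricter filter, for progenitor-like cells with no cell filter, for plasma cell-like, progenitor-like and type 2 dendritic cell-like cells at Leiden resolution 0.5, where 1 cluster joined both kinds of dendritic cells, and for the cell cycle list at a minimum of 100 UMIs. The Itgae-led and effector-like shares were not computed at Leiden resolution 0.5 or 2.0 or at the expected doublet rate.

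With no doublet removal, odds ratios were 0.538 for B cell-like and 1.83 for plasma cell-like cells, since the cells led by Vpreb3 lay with the plasma cell-like cluster, and 2.33 for Gzmk-positive cells. The class II median was 0.90 in CD8 T-like cells. Neutrophil-like medians, with the values of the main setting in brackets, were -0.26 (0.47) for class II, which changed direction, and -0.21 (-0.12) for oxidative phosphorylation. They were -0.41 (-0.30) for the proteasome, -0.42 (-0.24) for ribosomal proteins, -0.57 (-0.42) for granule genes and 0.28 (0.17) for activated neutrophils. Border macrophage-like medians were -1.02 (-0.48) for circulation and 0.14 (-0.02) for homeostatic microglia. B cell-like ones were -0.0104 (-0.12) for ribosomal proteins and -0.54 (0.77) for immature B, in a class without the cells led by Vpreb3. Microglia-like ones were 1.12 (0.64) for class II and -0.51 (-0.47) for ribosomal proteins.

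The stricter cell filter gave odds ratios of 10.4 for gamma-delta T-like and 0.846 for neutrophil-like cells, where a cluster led by Il1b and Ptgs2 lost its neutrophil name, and CD8 T-like medians of 0.57 for dissociation, -0.11 for oxidative phosphorylation and -0.23 for the proteasome. With no cell filter, the Gzmk-positive odds ratio was 2.09 and medians were 0.56 for dissociation, -0.48 for class II, 0.057 for ribosomal proteins and -0.26 for mitochondrially encoded genes. The expected doublet rate gave -0.15 for class II and 0.054 for ribosomal proteins.

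At Leiden resolution 0.5, the Gzmk-positive odds ratio was 2.40 and CD8 T-like medians were 0.42 for interferon-stimulated genes, 0.35 for dissociation, -1.18 for class II, 0.0078 for oxidative phosphorylation, 0.047 for ribosomal proteins and 0.015 for Alzheimer genes. At resolution 2.0 the Itgae-positive odds ratio was 0 and the class II median 0.83. The Itgae-led odds ratio was 0.579 with genes scaled within each library and 0 at subclustering resolution 2.0. Without thinning the Gzmk-positive odds ratio was 2.28.

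In gated cells, ratios were 0.795 for Cst3, 0.832 for Hexb and 0.407 for Itgae. Medians were -0.056 for the residency core, 0.51 for interferon-stimulated genes, 0.47 for dissociation, 0.10 for antigen presentation class I, -2.36 for class II, 0.10 for ribosomal proteins, 0.023 for mitochondrially encoded genes and -0.33 for Alzheimer genes. Equal weight per cell gave 0.29 for effector cytokines and 0.18 for class II.

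Median-of-ratios scaling gave 0.048 for ribosomal proteins in CD8 T-like cells. Neutrophil-like medians, with the values of the main setting in brackets, were 0.44 (0.39) for dissociation and -0.072 (-0.12) for oxidative phosphorylation. They were -0.19 (-0.24) for ribosomal proteins and 0.28 (0.23) for Alzheimer genes. In B cell-like cells the scaling gave 0.23 (0.37) for antigen presentation class I and -0.27 (-0.12) for ribosomal proteins. In NK-like cells it gave -0.16 (-0.13) for ribosomal proteins. In microglia-like cells it gave -0.39 (-0.33) for the proteasome, -0.53 (-0.47) for ribosomal proteins and -0.57 (-0.51) for mitochondrially encoded genes.

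Without microglia-like and macrophage-like cells, odds ratios were 0.896 (0.737 to 1.09) for NK-like, 1.89 for neutrophil-like and 0.697 for CD8 T-like cells, and among T, NK and ILC clusters the last was 1.01. In cells of low dissociation share the Itgae ratio was 0 and medians were 0.10 for dissociation, 0.084 for ribosomal proteins and -8.3e-05 for Alzheimer genes.

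In L1 alone, the Itgae ratio was 0 and medians were 0.38 (-0.19 to 0.94) for inhibitory receptors and exhaustion, -0.23 for effector cytokines, -0.18 for dissociation, 0.10 for ribosomal proteins and 0.061 for Alzheimer genes. In L2 alone, ratios were 2.57 for Gzma, 1.01 for Itgae, 1.21 (0.969 to 1.52) for Gzmk and 1.19 (0.839 to 1.68) for Eomes, with medians of -0.094 for the NF-kB response, 0.22 for dissociation, 0.22 for the cell cycle, 0.00015 for the proteasome and -0.046 for ribosomal proteins.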

Other observations

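Microglia-like cells, with 42 cells in WT and 337 in 3xTg-AD, fell under the minimum for a planned comparison, so their values were chosen for description after the result was seen. Homeostatic microglia genes were higher in 3xTg-AD, with a median log2 ratio of 0.58 (0.51 to 0.64) at percentile 99.8 and 6 of 12 genes at least 1.5-fold higher, such as Olfml3 at a ratio of 2.08 and the purine receptor genes P2ry13 at 1.76 and P2ry12 at 1.59. Genes of disease-associated microglia were lower, at -0.90 (-0.998 to -0.696) and percentile 0, with 13 of 19 at least 1.5-fold lower. Spp1, the osteopontin gene, stood at 0.0209 with 35.9% of its UMIs in a single cell, Lgals3 at 0.205, Lpl at 0.220 and Apoe at 0.270. Cell cycle genes stood at -1.54 (-1.85 to -1.23), with 13 of 15 at least 1.5-fold lower, and dissociation and immediate early genes at 0.97 (0.90 to 1.03). Mitochondrially encoded genes stood at -0.51 (-0.56 to -0.48), ribosomal proteins at -0.47 (-0.49 to -0.44), nuclear oxidative phosphorylation at -0.46 (-0.54 to -0.39) with 28 of 79 genes at least 1.5-fold lower, and cytotoxic molecules at -1.10 (-1.67 to -0.63). Astrocyte markers in these cells stood at a ratio of 2.98 (1.92 to 4.88), from 21 and 342 UMIs. The cytotoxic and astrocyte values may include RNA or cells of other kinds, which was not tested. The share of these cells also differed between the libraries, so the WT values rest on few cells. With genes scaled within each library the class split into a cluster of 26 WT and 0 3xTg-AD cells and another of 25 and 331, so the kinds of cells compared also differ.

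Interferon-stimulated genes had different medians in different classes. They stood at 1.01 in neutrophil-like cells, 0.36 (0.12 to 0.62) in NK-like cells, 0.22 (-0.03 to 0.59) in B cell-like cells and -0.02 (-0.17 to 0.17) in border macrophage-like cells. In NK-like cells class II genes stood at 1.09 (0.61 to 1.24) and adhesion genes at 0.36 (0.25 to 0.56), with Itgam, a marker of mature NK cells, at a ratio of 2.66. Rpl29, a ribosomal protein gene with many similar copies and therefore an uncertain count, stood at 5.57 in CD8 T-like, 5.38 in NK-like, 4.91 in border macrophage-like, 4.85 in B cell-like and 3.59 in neutrophil-like cells.

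The CD8 T-like share here was 347 of 3229 kept cells in WT and 169 of 2653 in 3xTg-AD. The study's percentage was taken over all leukocytes of brain and meninges from pools of 8 mice, cell names were rebuilt here, and the libraries here came from pools of 10 mice. The Itgae-led group was 18.7% of 347 WT and 0.592% of 169 3xTg-AD CD8 T-like cells, and 23.6% and 2.37% when clustered without subset markers. Gamma-delta genes led it beside Itgae in both clusterings. With genes scaled within each library its odds ratio was 0.579 (0.222 to 1.35). The study's subset was named from its own markers over its own CD8+ T cells, so the group here is not its counterpart. Effector-like cells here were 8.07% of 347 and 5.33% of 169 CD8 T-like cells, against a subset of brain and meningeal cells together in the study.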
